A study of Mus musculus with 5 samples. Its data were reported in "Aspartate signaling drives lung metastasis via alternative translation" (2025).

How the data were processed

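Single-cell RNA sequencing was performed on lungs of female BALB/c mice that carried metastases of 4T1 cells, a mouse mammary carcinoma line. The injected 4T1 cells expressed CD90.1, a Thy1 variant used as a reporter. Before the cancer cells were given, mice received intravenous injections of tumor-secreted factors (TSF), which is medium conditioned by pieces of 4T1 tumors, or of control medium (CM). There were 3 injections per week for 3 weeks. Then 25000 cancer cells were injected, and lungs were taken at day 11 or day 16. Each library pooled dissociated lungs of 3 mice, so a library, not a mouse or a cell, is the unit of replication.

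The authors made 5' 10x Genomics libraries, mapped reads to the mouse genome mm10 (GRCm38.p6) with an added CD90.1 sequence, and corrected the counts for ambient RNA with a customised SoupX. The deposited cell table gives the UMI counts of each cell after that correction, the percent of UMIs from mitochondrial genes, and the authors' cell class and cell type. The cells it holds had at least 800 UMIs and 202 genes, and at most 9.99% mitochondrial UMIs. Cell types were assigned by the authors by hand from clusters, and cells they called doublets or unknown were left out of the shares given here. The cell table also held 2 libraries that are not among the samples described, and these were not used. No expression matrix of single cells was used.

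For the cancer cells of day 16, the authors' deposited table gives, per gene, a log2 fold change of TSF over CM, the mean CP10k (UMIs per 10000 UMIs of a cell) in each library, the number and percent of cells with a UMI, and a p-value and q-value from a Wilcoxon rank-sum test over cells. The log2 fold change in the authors' table equals log2 of the ratio of mean CP10k plus a pseudocount of 1, to within 9.66e-15, so it understates changes of genes with low values. Those deposited p-values compare 2 libraries and not 2 treatments. A second deposited table gives the authors' normalized enrichment scores (NES) from pre-ranked gene set enrichment analysis (GSEA). The score that ranks genes in the deposited gene table is the product of the log2 fold change, -log10 of the p-value and the larger share of expressing cells (Xmax), which its values matched to within 3.85e-13. Gene coordinates came from GENCODE M21, which is on GRCm38 like the authors' build, and were matched by gene identifier for 23729 of 23771 genes.

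Shares of cells are given with exact Clopper-Pearson intervals at the 95% level, and ratios of shares with exact conditional intervals (for the mean of TSF libraries a and b, from their pooled counts). Both cover counting error only and not differences between mice. Where no cell had a UMI of a gene, the upper limit is 3 counts of the total. With 1 library per group no test between groups was made. A chi-square test of cell class counts served only to look for libraries that repeat each other, and no p-value, standard error or number of changed genes was derived from cells. Shares of cells with a UMI were not thinned to equal depth, because that needs the matrix, so the median depths are given beside them. The share in a cell type that should lack a gene was not analysed here for the same reason.

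GSEA was recomputed with fgsea 1.28.0 in R 4.3.3, with the authors' ranking, their deposited gene sets, set sizes of 3 to 1500 genes and an exponent of 1. Only the NES is reported. To describe how large an NES is for these libraries, 1000 random sets of 100 genes were scored in the same way, and as many again on the ranking without Rpl and Rps genes. NES was also computed with 10 random seeds, and its spread over seeds measures Monte Carlo error only. For each set, the median log2 fold change was ranked among 10000 random lists of the same size, drawn without replacement from 20 bins of mean expression. A set is called outside the random lists where it lies in the upper or lower 2.5% of them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

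Genes and sets to be named, the designs and most alternatives were chosen before the data were examined. Named genes were those the study follows (Eif5a, Eif5a2, Dhps, Dohh, Grin1, Grin2a, Grin2b, Grin2c, Grin2d, Creb1, Tgfb1, Smad3, Col1a1, Col6a1 and CD90.1) and the 5 highest and 5 lowest by the authors' ranking among genes in at least 10% of the cancer cells of either library. The rule also allowed members that drive a named set once ribosomal protein genes are left out, and no gene was added by that clause. Thy1 and the members of the marker lists were named after their values were seen or as members of a list. Named sets were those whose names refer to translation, the ribosome or rRNA (24 translation sets), those whose names refer to collagen or extracellular matrix (24 matrix sets), the Hallmark PI3K-AKT-mTOR, mTORC1, MYC and TGF-beta sets, and the 5 highest and 5 lowest NES in the authors' table. Marker lists of leukocyte, epithelial, immediate-early and other lung cell genes were written before their tests.

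Alternatives covered the denominator of the shares, a minimum of 2000 UMIs, a maximum of 5% mitochondrial UMIs, leaving out each of the TSF libraries of day 11, other rankings and exponents for GSEA, sets of 15 to 500 genes, a detection minimum of 10% of cells, leaving out Rpl and Rps genes, and other ways to match random lists. In all, 63 sets were scored under the main setting and up to 8 others for GSEA and 7 others for the percentile. The enrichment step was tested on simulated data made from the day 16 cancer cell ranking of 23771 genes, with 20 sets raised by a known amount among 180 others. When members were raised by the 95th percentile of the absolute ranking score, 16 of the 20 sets passed the upper 5% of the others. A raise by the 99th percentile, tried after that result, gave 19 of 20. For the percentile step, simulated sets held only genes seen in at least 10% of cells. That step recovered 20 of 20 raised sets and called 13 of 180 others outside the random lists. Its recovery for sets rich in undetected genes was not tested.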

Results

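Lungs from 4 groups were profiled by single-cell RNA sequencing in 5 libraries. CM at day 11, CM at day 16 and TSF at day 16 had 1 library each, and TSF at day 11 had 2 libraries, called a and b. The libraries held 4007 cells (CM, day 11), 3835 cells (CM, day 16), 5580 and 5233 cells (TSF, day 11, a and b) and 5197 cells (TSF, day 16). Median UMIs per cell were 2337 and 2721 in the CM libraries of day 11 and day 16, 2236 and 2306 in the TSF libraries of day 11, and 2376 in the TSF library of day 16. Total UMIs ranged from 13240822 in the CM library of day 11 to 21451787 in the TSF library of day 16. After doublets and unknown cells were left out, 22118 of 23852 cells remained.

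The cell class composition of TSF libraries a and b differed by less than the sampling noise (chi-square 11.0 with 11 degrees of freedom, p = 0.445), whereas the other pairs of libraries differed, with chi-square values of at least 50.4. The CM libraries of day 11 and day 16 differed by a chi-square of 135. That is more than CM of day 11 differed from TSF library a (50.4) or b (72.9). The labels call TSF libraries a and b replicates. The paper describes pooling the lung dissociations within each group, which would make them libraries of 1 pool of mice. It does not name a and b, so separate pools are not ruled out, and the chi-square test cannot tell. Libraries a and b were counted as 1 sample, and their mean was used. They shared 46 cell barcodes, against 36.8 expected from the rate in the other pairs, so the libraries held different cells. Every group thus had 1 sample, and no difference between groups has a replicate check within these libraries.

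The first question was whether the lungs of TSF-treated mice held more cancer cells. At day 16, cancer cells made up 2.84% of annotated cells in the TSF library (139 of 4896 cells, 95% interval 2.39 to 3.34%) and 0.813% in the CM library (29 of 3567 cells, interval 0.545 to 1.17%). The share was 3.49-fold higher in the TSF library (interval 2.33 to 5.41). Using non-immune cells as the denominator moved this ratio most, to 4.65. At day 11, cancer cells made up 0.626% (32 of 5113 cells) and 0.895% (43 of 4804 cells) in TSF libraries a and b, and 0.161% in the CM library, which held only 6 cancer cells. The mean TSF share of 0.760% was 4.74-fold higher than the CM share (interval 2.07 to 13.2). With library a alone the ratio was 3.90, and with library b alone it was 5.58. All these intervals cover counting error within the libraries, which cannot measure differences between mice. The paper did measure the cancer cell percentage of day 16 in single mice by flow cytometry, with 3 mice per group. It also compared the metastatic area of the lungs between groups of mice. Those data were not used here.

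**Figure D1:**
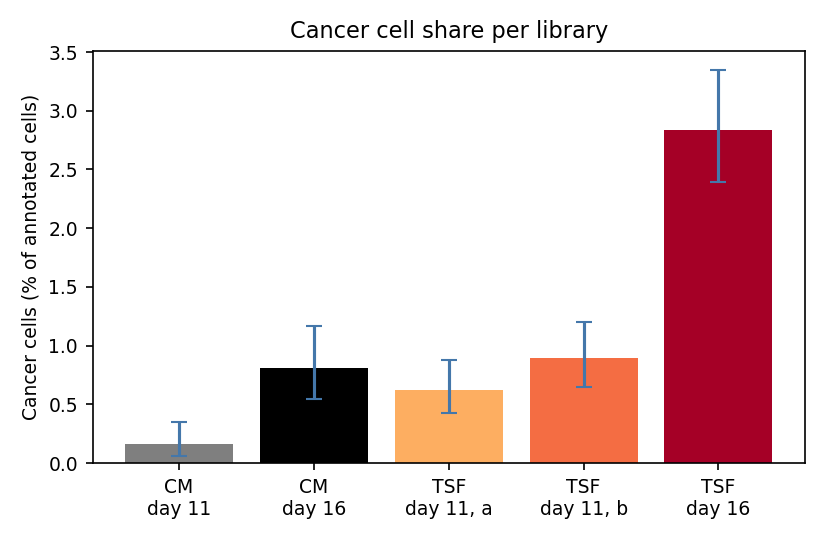
Cancer cells as a percent of annotated cells in each of the 5 libraries, with bars for the share and error bars for exact 95% Clopper-Pearson intervals. The TSF library of day 16 stands highest at 2.84% and the CM library of day 11 lowest at 0.161%.

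The second comparison was the composition of the lung. At day 16, 2 of 12 cell classes took a larger share in the TSF library with an interval above 1, and 4 took a smaller share with an interval below 1. Granulocytes made up 29.1% of cells in the TSF library (1425 cells, interval 27.8 to 30.4%) and 6.00% in the CM library (214 cells, interval 5.24 to 6.83%), a ratio of 4.85 (interval 4.20 to 5.63). Nearly all were neutrophils, with 1407 in the TSF library and 203 in the CM library. Among cells with at least 2000 UMIs the granulocyte ratio was 20.7, the alternative that moved it most. That minimum kept 573 of the 1425 TSF granulocytes and 23 of the 214 CM granulocytes. At day 11 the granulocyte shares were 4.58% and 4.93% in TSF libraries a and b and 4.47% in the CM library, and these intervals overlapped. The mean ratio of day 11 was 1.06, and 0.353 among cells with at least 2000 UMIs, so its direction depended on that minimum.

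The classes lower in the TSF library at day 16 were endothelial cells (13.4% against 24.5%, ratio 0.548), B cells (7.50% against 12.1%, ratio 0.622), T cells (11.7% against 18.4%, ratio 0.634) and the joint class of myofibroblasts and pericytes (4.64% against 5.72%, ratio 0.811). Shares of 1 library sum to a fixed total, so the granulocyte share lowers the others. Granulocytes were then left out of the denominator, a setting chosen after seeing the data. The ratio became 0.726 for endothelial cells, 0.824 for B cells and 0.841 for T cells, and it turned to 1.07 for myofibroblasts and pericytes. In that setting alveolar cells (1.27, interval 1.06 to 1.52) and monocyte-derived cells (1.37, interval 1.21 to 1.57) lay above 1. So did fibroblasts (1.16, interval 1.01 to 1.33). At day 11, the intervals of both TSF libraries lay apart from 1 for 3 classes. These were cancer cells, NK cells (3.48% and 4.00% against 2.09%) and myofibroblasts and pericytes (5.14% and 4.89% against 3.85%). Within the last class, pericytes took 2.46% and 2.27% against 1.23%, and myofibroblasts 2.68% and 2.62% against 2.62%. No class differed between TSF libraries a and b beyond counting error, and the largest ratio between them among classes with at least 100 cells in each was 1.15.

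**Figure D2:**
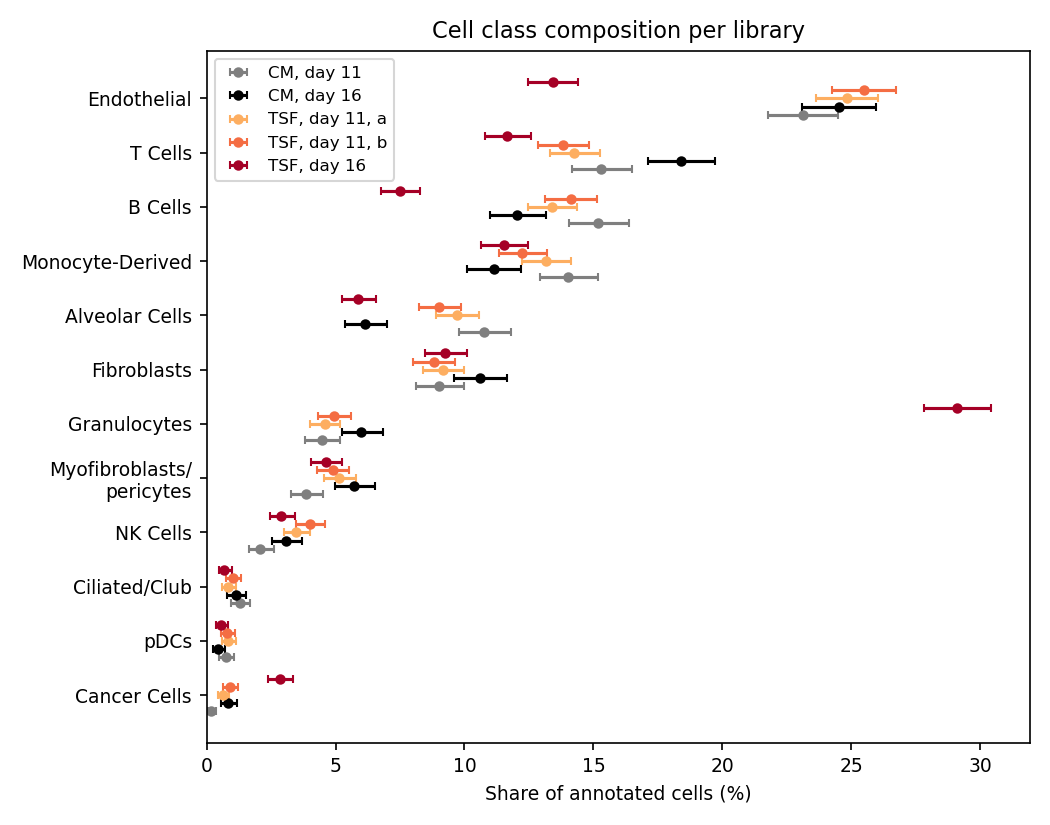
Share of annotated cells in each of 12 cell classes, with points for the 5 libraries and bars for exact 95% Clopper-Pearson intervals. Granulocytes in the TSF library of day 16, at 29.1%, lie far from the other libraries, which range from 4.47% to 6.00%.

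The third comparison was gene expression in the cancer cells of day 16. The cancer cells had a median of 26615 UMIs in the TSF library and 27679 UMIs in the CM library, and 10.1% and 27.6% of them had under 10000 UMIs (intervals 5.62 to 16.3% and 12.7 to 47.2%). In the authors' deposited table, 14735 of 23771 genes had a UMI in a cell of either library, and 50.4% of these had a log2 fold change above 0. Among 10201 genes seen in at least 10% of the cells of either library, 40.3% in the authors' deposited table were above 0. By the share of cells with a UMI, 56.6% of detected genes were higher in the TSF library. With 139 TSF and 29 CM cells, a gene seen in few cells had more chances to be seen only in TSF cells. The 50.4% and 56.6% include such genes and therefore give no direction of change over all genes.

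The 5 genes ranked highest in the authors' deposited table were Ndufb9, Wfdc2, Rps29, Atp5mpl and Rpl21. Ndufb9 (ENSMUSG00000022354, GRCm38 chromosome 15, 58933756 to 58939488, plus strand) had a log2 fold change of 1.72, from 1.66 CP10k in the CM library to 7.76 in the TSF library, in the authors' deposited table. Wfdc2 went from 9.84 to 29.6 CP10k, and Rps29 had a log2 fold change of 0.89, in the authors' deposited table. The same authors' deposited table gave 0.90 for Atp5mpl and 0.77 for Rpl21, although Rpl21 was seen in all 29 CM cells and in 137 of 139 TSF cells. The 5 genes ranked lowest were Atf3, Gbp2, Gbp4, Gbp6 and Egr1. Atf3 (ENSMUSG00000026628, GRCm38 chromosome 1, 191170296 to 191218039, minus strand) went from 17.5 CP10k to 2.73, a log2 fold change of -2.31, in the authors' deposited table. In the authors' deposited table Gbp2 had a log2 fold change of -2.11, Gbp4 also of -2.11, Gbp6 of -1.63 and Egr1 of -2.11. Gbp4 was seen in 18 of 139 TSF cells (interval 7.86 to 19.7%) and 21 of 29 CM cells (72.4%, interval 52.8 to 87.3%). Gbp genes are paralogs of similar sequence, so reads could be split between them.

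The study follows eIF5A, its hypusination enzymes, NMDA receptor subunits and TGF-beta and collagen genes. Eif5a had 9.83 CP10k in the TSF library and 11.1 in the CM library, a log2 fold change of -0.16, in the authors' deposited table. Dohh had 0.825 CP10k in the TSF library and 0.602 in the CM library, a log2 fold change of 0.19, in the authors' deposited table. It was seen in 74.1% of TSF cells (interval 66.0 to 81.2%) and 72.4% of CM cells (interval 52.8 to 87.3%), a difference not detectable at this depth. Dhps had a log2 fold change of -0.0055 in the authors' deposited table and was seen in 56.1% and 51.7% of cells. Eif5a2 was seen in 1 cell of each library.

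Grin2d was seen in 5 of 139 TSF cells (interval 1.18 to 8.19%) and 1 of 29 CM cells (interval 0.0873 to 17.8%). Grin1, Grin2a, Grin2b and Grin2c were seen in no cancer cell, which allows cells with a UMI up to a share of 2.16% in TSF and 10.3% in CM and sets no limit on cells that express these genes. These shares cannot be set against background in other cell types, which was not analysed here. Creb1 had a log2 fold change of -0.37, Tgfb1 of -0.16 and Smad3 of -0.11 in the authors' deposited table. Smad3 was nevertheless seen in more TSF than CM cells, 59.7% against 51.7%, with overlapping intervals. Col6a1 had 2.09 CP10k in the TSF library and 0.815 in the CM library, a log2 fold change of 0.77, in the authors' deposited table. It was seen in 77.0% and 62.1% of cells, with overlapping intervals. Col1a1 was seen in 6 TSF cells (4.32%) and no CM cell, where 0 of 29 cells allows up to 10.3% of cells with a UMI. The CD90.1 reporter was seen in 48 of 139 TSF cells (34.5%, interval 26.7 to 43.1%) and 2 of 29 CM cells (6.90%, interval 0.846 to 22.8%).

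**Figure D3:**
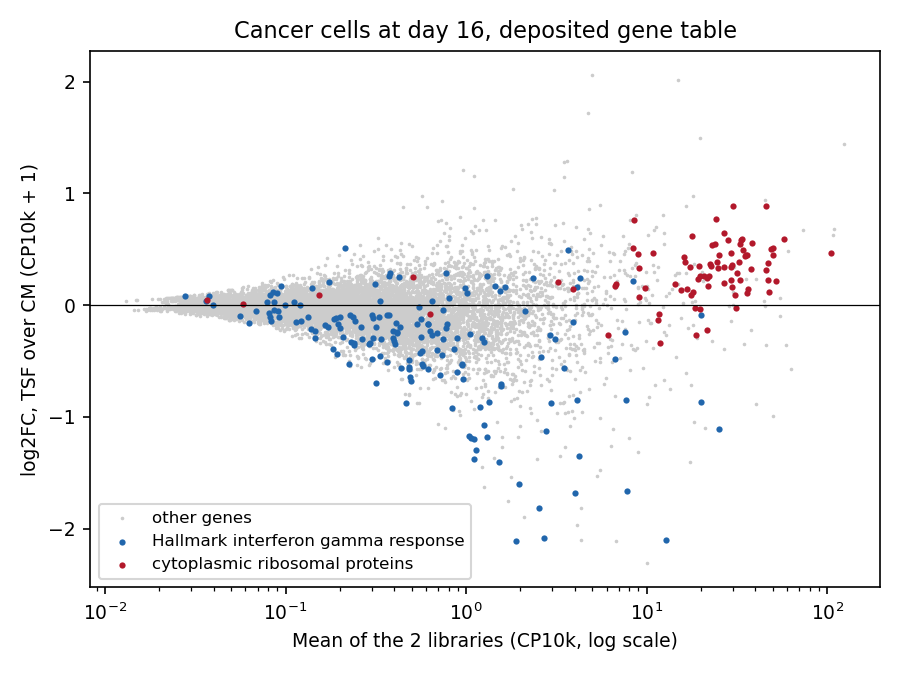
Log2 fold change of TSF over CM, on CP10k plus 1, against the mean CP10k of both libraries on a log axis, for genes in at least 10% of cancer cells of either library in the authors' deposited table. Each point is a gene, with 85 ribosomal protein genes (median 0.32) mostly above 0 at high expression and 164 Hallmark interferon gamma response genes (median -0.24) mostly below 0.

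The fourth comparison was enrichment of gene sets, which addressed whether translation genes were higher in the TSF cancer cells. Over 3058 sets, the recomputed NES differed from the authors' deposited table by a median of 0.00203, and 12 sets had the opposite sign, with a largest difference of 2.00. Of 24 translation sets, 14 had an NES above 0 and 10 below 0, with a median of 0.783 and a range from -1.12 to 1.61. Of the random sets of 100 genes, 28.8% had an NES above 0, so an even split is not the baseline for such counts. The largest values lay at eukaryotic translation initiation (1.61), cytoplasmic ribosomal proteins (1.59), KEGG ribosome (1.59), translation elongation (1.59), Reactome translation (1.58) and rRNA processing (1.58). These 6 sets passed 1.39, the value that 5% of random sets with a positive NES exceeded. An exponent of 0 moved the NES of Reactome translation most, to 7.85. Leaving out Rpl and Rps genes, which kept 206 of the 287 genes of Reactome translation, lowered its NES to 0.875. The NES of rRNA processing (115 of 196 genes kept) became -1.01 and that of translation elongation -0.893, the latter from only 8 of 89 genes. None of the 6 sets then passed the random sets scored without these genes, whose limit was also 1.39, whereas mitochondrial translation rose past it, from 1.36 to 1.40.

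**Figure D4:**
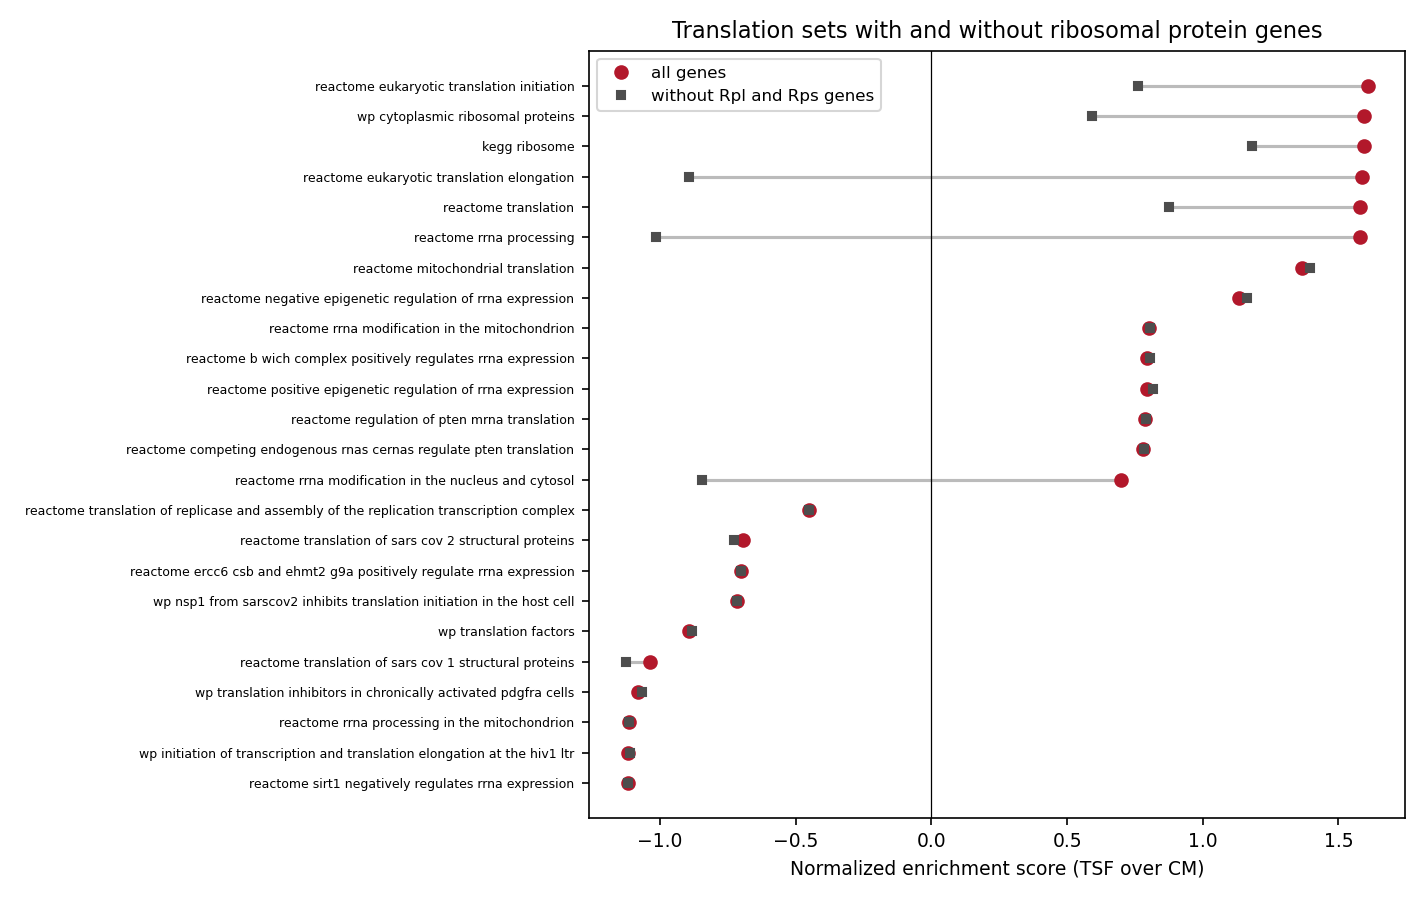
Normalized enrichment score, which has no unit, of 24 translation sets for TSF over CM cancer cells of day 16, with all genes (circles) and without Rpl and Rps genes (squares). Translation elongation moved from 1.59 to -0.893 and rRNA processing from 1.58 to -1.01, while mitochondrial translation went from 1.36 to 1.40. The square of translation elongation rests on 8 genes.

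Of 85 detected ribosomal protein genes, 88.2% had a log2 fold change above 0 in the authors' deposited table, with a median of 0.32. They took 23.9% of CP10k in the TSF cells and 18.6% in the CM cells in the authors' deposited table. Among random lists matched on expression, Reactome translation (median log2 fold change 0.04) and KEGG ribosome (0.32) lay above all lists, at a percentile of 100. Without Rpl and Rps genes these percentiles were 91.0 and 90.5, inside the random lists, but only 4 of the 83 KEGG ribosome genes were left. Of the 24 translation sets, 7 lay in the upper 2.5% of lists, and 1 did so without Rpl and Rps genes. In the lower 2.5% lay 1 translation set, the set of rRNA expression repressed by SIRT1 (percentile 0.98).

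The Hallmark interferon gamma response had an NES of -1.48 and lay below all random lists, at a percentile of 0, in every matching tried. Respiratory electron transport had an NES of 1.62 and the joint set of the citric acid cycle and electron transport 1.66, both at a percentile of 100. Among sets for regulators of translation, the Hallmark PI3K-AKT-mTOR set had an NES of -1.26 and a percentile of 0.20. The Hallmark mTORC1 set had an NES of -0.695, which turned to 0.885 among genes in at least 10% of cells, and a percentile of 66.1, and MYC targets V1 had an NES of -0.789 and a percentile of 14.6, so both were inside the random lists. MYC targets V2 (percentile 3.01) and TGF-beta signaling (35.6) were also inside them.

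Of 24 matrix sets, 20 had an NES above 0, with a median of 0.900 and a highest value of 1.35. None passed the random sets, of which 28.8% had an NES above 0. In 17 of the matrix sets the median log2 fold change was 0, which held their percentiles near 50.0, away from both tails. There were 4 matrix sets in the upper 2.5% of random lists, and 14 among genes in at least 10% of cells. In the lower 2.5% lay 1 matrix set, cell and extracellular matrix interactions (percentile 1.61). NABA collagens had an NES of 0.662, which turned to -0.754 by log2 fold change alone. Their percentile of 50.0 was fixed by a median log2 fold change of 0 and decides nothing. Among genes in at least 10% of cells, with 12 genes left, NABA collagens lay at 81.7, inside the random lists. For all set results, 1 library was compared with 1 library.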

Values the study reported

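The study reported that clustering of the merged cells gave 183 fine clusters, which were then annotated by hand. Cells with more than 10% mitochondrial RNA, fewer than 800 UMIs or fewer than 200 genes were removed, and 10,000 cells per library were aimed for. The study showed the 15 gene sets with the highest positive enrichment scores.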

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

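All tests in this part were chosen after the results were seen. The differences between days given here were not tested, since each group had 1 sample.

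Cells of 4 classes moved one way in both TSF libraries of day 11 and the other way at day 16, relative to CM of the same day. The log2 ratio of day 16 minus the mean of day 11 was -0.99 for endothelial cells, -0.68 for myofibroblasts and pericytes, -0.93 for NK cells and 0.20 for monocyte-derived cells. For monocyte-derived cells the ratio of day 16 was 1.04 (interval 0.910 to 1.18) and did not differ from 1 beyond counting error. That class sums cell types that moved apart, with ratios of 0.635 (interval 0.516 to 0.781) for the type the authors named Alv Macro, 1.67 (interval 1.25 to 2.26) for M2 Macro and 1.51 (interval 1.16 to 1.98) for monocytes. For NK cells it was 0.940 (interval 0.728 to 1.22), so the sign at day 16 was not resolved either.

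The large granulocyte share in the TSF library of day 16 lowers all other shares, which is a candidate explanation. For endothelial cells it is argued against as the whole cause, because the ratio stayed below 1 at 0.726 (interval 0.655 to 0.804) with granulocytes left out of the denominator, while it was 1.09 at day 11. For monocyte-derived cells dilution is argued against as the cause of the difference between days. It lowers a share, but their ratio was higher at day 16 than at day 11. Without granulocytes it was 1.37 (interval 1.21 to 1.57) at day 16 and 0.909 (interval 0.821 to 1.01) at day 11. Those intervals lie apart. The ratio of day 11 did not differ from 1 beyond counting error, so its direction was not resolved. The class sums types that moved apart, and these were not compared without granulocytes. For myofibroblasts and pericytes together the ratio at day 16 became 1.07 (interval 0.886 to 1.31), beside 1.31 at day 11, and dilution stays open, because the class sums types that differed. Pericytes carried the higher ratio of day 11, with 1.93 (interval 1.40 to 2.71) without granulocytes, and theirs at day 16 became 0.966 (interval 0.726 to 1.29). These intervals do not overlap, so leaving out granulocytes did not remove the difference between days, while the direction at day 16 was not resolved. Of annotated cells, pericytes took 1.23% in CM at day 11 and 2.83% in CM at day 16. They took 2.46%, 2.27% and 2.06% in the TSF libraries, so the difference between days lay mostly between the CM libraries. Myofibroblasts had 1.01 (interval 0.802 to 1.29) at day 11 and 1.18 (interval 0.904 to 1.55) at day 16. NK cells became 1.25 (interval 0.965 to 1.61) beside 1.80 at day 11, so their direction at day 16 stayed unresolved and dilution stays open for them too. A loss of endothelial cells during dissociation of those lungs and an effect of TSF remain open and untested, since each group is a single pool of mice.

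Cells called doublets by the authors, which are left out of the shares in the report, took a mean share of 7.91% in the TSF libraries of day 11 (8.01% and 7.82%), against 6.11% (interval 5.39 to 6.90%) in the CM library of that day. More cells per library is a candidate explanation, since these libraries held 5580 and 5233 cells against 4007. However, the TSF library of day 16 held 5197 cells and had a share of 5.29% (interval 4.70 to 5.94%), no higher than the 6.05% of the CM library of that day. That goes against cell number, but it is a single library with many more granulocytes, whose doublets may be harder to see (not tested), so cell number and pre-treatment cannot be told apart here. No biological explanation was tested.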

How the results depend on the processing

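Chosen after the data were seen were the settings with doublets and unknown cells included, with granulocytes left out of the denominator, without genes detected in no cell, with bins of equal width, and with matching on exonic length. So were the random sets scored without Rpl and Rps genes and the gene lists scored among genes in at least 10% of cells. With doublets and unknown cells included, the cancer cell ratio was 3.54 at day 16 and 4.66 at day 11. The NES of Reactome translation and of Hallmark interferon gamma was also singled out after the data were seen, beside the planned median over translation sets. The planned setting that leaves out cells of high doublet score was not run, because the cell table used here gives no such score. No paired analysis was possible because the results come from no test and each group had 1 sample.

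The cancer cell ratio kept its direction and stayed inside its counting interval in every setting, from 3.45 to 4.65 at day 16 and from 3.90 to 5.58 at day 11, where the extremes of day 11 come from leaving out library b and library a. Only 6 CM cancer cells of day 11 limit that ratio. The granulocyte ratio of day 16 rose from 4.85 to 20.7 with a minimum of 2000 UMIs, and that of day 11 fell from 1.06 to 0.353. That minimum kept 10.7% of the CM and 40.2% of the TSF granulocytes, whose depth thus differed. Among the composition results (11 classes on both days), 9 of 22 moved beyond counting error with that minimum and none with the mitochondrial maximum, the denominator of non-cancer cells or a left-out library. With granulocytes left out, 7 of 20 moved and myofibroblasts and pericytes of day 16 reversed to 1.07, which follows from the smaller denominator.

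The share of genes higher in the TSF cells was 50.4%, but 40.3% among genes in at least 10% of cells and 56.6% by the share of cells with a UMI. The 50.4% and 56.6% include genes seen in few cells, which 139 TSF cells had more chances to show than 29 CM cells. Rpl21 reversed in the share of cells, with a difference of -1.44 percentage points, but this decides nothing, since all 29 CM cells had a UMI and no higher share could show (intervals 94.9 to 99.8% in TSF and 88.1 to 100% in CM). Smad3 (log2 fold change -0.11), Dhps (-0.0055) and Grin2d (-0.00077) also changed sign, to differences of 7.99, 4.39 and 0.149 points, with overlapping intervals of the shares. The cause was not tested.

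NES values moved by more than their spread over seeds in nearly every setting, and that spread is Monte Carlo error alone, so a move says little. Reactome translation (1.58) became 1.67 without Xmax, 1.66 by log2 fold change alone, 2.18 by signed p-value alone, 1.83 among genes in 10% of cells, 0.875 without Rpl and Rps genes, 7.85 with exponent 0 and 1.72 without undetected genes. In the same order, Hallmark interferon gamma (-1.48) became -1.55, -1.79, -1.96, -1.65, -1.44, -7.37 and -1.57, and -1.47 with sets of 15 to 500 genes. The median over translation sets (0.783) became 0.799, -0.695, 0.00207, 0.852, -0.576, -1.71 and 0.830, and 0.798 with sets of 15 to 500 genes, so its sign depended on the ranking. The cause was not tested. Without Rpl and Rps genes translation elongation reversed to -0.893 (8 of 89 genes left), rRNA processing to -1.01 (115 of 196) and selenoamino acid metabolism to -0.956 (31 of 112). Heme scavenging reversed to 2.38 with exponent 0. Counting sets with any NES, the sign changed for 12 of 62 by log2 fold change alone, 9 of 63 with exponent 0, 9 of 63 by signed p-value alone, 4 of 63 without Rpl and Rps genes, 3 of 63 without Xmax, 2 of 63 among genes in 10% of cells, 1 of 63 without undetected genes and 0 of 54 with sets of 15 to 500 genes. With exponent 0 these included the B-WICH set (0.795 to -2.90) and positive epigenetic regulation of rRNA expression (0.794 to -2.99), and the set of negative epigenetic regulation (1.13) also turned below 0. Without Rpl and Rps genes, rRNA modification in the nucleus went from 0.699 to -0.847.

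Among percentiles, leaving out Rpl and Rps genes brought Reactome translation to 91.0 and KEGG ribosome to 90.5, inside the random lists, and reversed translation initiation (45.4), rRNA processing (8.17), cytoplasmic ribosomal proteins (33.5), selenoamino acid metabolism (37.9) and influenza infection (43.2). Few genes were left in some of these sets, 4 of 83 in KEGG ribosome, 9 of 86 in cytoplasmic ribosomal proteins, 35 of 116 in translation initiation and 67 of 148 in influenza infection, so a value there describes the remaining genes and not the set. MYC targets V1 went to 0 with unmatched lists, which drop the match on expression. Hallmark interferon gamma stayed at 0, PI3K-AKT-mTOR between 0 and 0.63 and NABA collagens between 49.9 and 85.2 in the settings run. In the main setting the percentile of NABA collagens was fixed by a median log2 fold change of 0. The 29 CM cancer cells limit the precision of all values from that library.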

Other observations

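Chosen after the results were seen were the tests of depth, of T and NK cells per cancer cell, of shallow neutrophils, of blood, of reads shared by CD90.1 and Thy1, of shallow CM cells and of rarely detected genes, and the lists among genes in at least 10% of cells. The other tests were set before their results were known. Readings of the epithelial, hypoxia, other lung cell and chromosome segment tests were settled after their values were seen, as said at each.

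Ribosomal protein genes were higher in the TSF cancer cells of day 16. Heavier ranks of abundant genes are argued against, because Reactome translation stayed at a percentile of 100 among lists matched on expression, although 80 of 89 ribosomal protein genes sat in the top bin of 736 genes. Short transcripts are argued against by a percentile of 100 after matching on exonic length too. UMIs taken by interferon and immediate-early transcripts in the CM library are argued against as the whole cause, since ribosomal protein genes kept a median log2 fold change of 0.27 when both libraries were rescaled without 400 such genes. A difference in depth stays open. Of CM cancer cells, 27.6% had under 10000 UMIs, against 10.1% in TSF, and the intervals overlap, so depth and pre-treatment cannot be told apart with 29 CM cells. An effect of TSF is open as well. Transcript levels do not measure translation, and without Rpl and Rps genes no translation set but mitochondrial translation (99.8) lay in the upper 2.5% of random lists.

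Interferon response genes were lower in the TSF cancer cells. Leukocyte RNA in the CM cells stays open. Of 15 leukocyte genes, 14 were seen in 0 of 29 CM cells (up to 10.3% allowed) and Cd79a in 1. The authors had corrected the counts for ambient RNA, which removes abundant transcripts of other cells. Lyz2, Trbc2 and Nkg7 were seen in no cancer cell of either library, so zeros of such markers cannot exclude it. The list lay at a percentile of 99.9, but its genes are near the floor, and only 1, Arhgdib, was in at least 10% of cells. The most abundant, S100a9, had 0.685 CP10k in TSF cells and none in CM cells. Immediate-early and TNFA genes within the interferon gamma set are argued against as the cause. Without them the set stayed at a percentile of 0. Whether an immediate-early response in the CM cells also raised interferon genes stays open, because leaving out shared genes cannot tell. Fewer T and NK cells per cancer cell may contribute, with 5.13 in the TSF library and 26.4 in the CM library. This stays open because it differs together with the pre-treatment and the number of cancer cells, and it was tested on the same libraries.

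Immediate-early genes as a list lay at a percentile of 0, with a median log2 fold change of -1.05, and Atf3, Egr1 and Dnajb1 fell most. Handling of the lungs before capture could raise such genes in a library, and handling and pre-treatment cannot be told apart here, because expression in other cells was not analysed and each group is a single pool.

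The granulocyte ratio of day 16 might come from a UMI minimum that lets in shallow neutrophils. The test set beforehand, the ratio among cells with at least 2000 UMIs (20.7), decides nothing, because the TSF granulocytes were deeper and a higher minimum then raises the ratio. As the whole cause it is argued against by another value, since granulocytes with at least 2000 UMIs alone made up 11.7% of the TSF cells (interval 10.8 to 12.6%), more than all granulocytes of the CM library (6.00%, interval 5.24 to 6.83%). CM neutrophils lost below the minimum of 800 UMIs stay open. Of CM granulocytes, 13.1% had under 1000 UMIs (interval 8.87 to 18.4%), against 10.0% in TSF (interval 8.52 to 11.7%), and cells below the minimum were not analysed here. More blood left in the lungs stays open too. B and T cells, which are blood cells as well, took a smaller share of the other cells (ratio 0.834, interval 0.764 to 0.911), but this argues against blood only if the blood of both groups had the same makeup, and blood after TSF could hold more neutrophils. An effect of TSF on neutrophils in the lung is untested beside these.

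CD90.1 and Thy1 were both seen in fewer CM cancer cells, 6.90% against 34.5% for CD90.1 and 34.5% against 76.3% for Thy1. Thy1 was named after its values were seen. Reads shared between both genes stay open. Thy1 was also lower, at 34.5% of CM cells, but this decides nothing, since reporter reads counted as Thy1 would lower both genes together. Shallower CM cells are argued against, since Thy1 lay at a percentile of 0.151 among 662 genes seen in a like share of TSF cells. Other cells among the CM cancer cells stay open. The paper reports that cancer cells were identified without ambiguity by CD90.1 when cells were first clustered. Single cells without a UMI of CD90.1 could thus carry the label. Over 8 epithelial markers, all seen in at least 10% of the cancer cells of either library, the median difference was 7.37 percentage points, but Epcam fell from 68.3% to 27.6% like Thy1, while Krt8 was seen in all 29 CM cells and Krt18 in 96.6%. Its members went apart, so the reading was left open after they were seen. Of 13 markers of other lung cells, Msln was seen in 65.5% of CM cells, which by the limit set beforehand would fit another cell type. Msln was also seen in 73 of 139 TSF cells, and no other marker of that list was seen in more than 3 of 29 CM cells, so that possibility was left open too. Both lists lay in the upper 2.5% of random lists, with median log2 fold changes of 0.02 and, for the epithelial list, 0.17. Among genes in at least 10% of cells, the epithelial list lay at a percentile of 99.4, but the list of other lung cells, with 3 genes left, lay at 73.3, inside the random lists. No biological explanation was tested.

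The complement cascade (NES 1.61) and heme scavenging (-1.43) were among the most extreme scores, yet only 9.68% of their genes were seen in at least 10% of the cells of either library. Genes seen in few or no cells may thus produce these scores, but this stays open. Among genes in at least 10% of cells, complement had an NES of 1.38 and a percentile of 96.9 from 9 genes, inside the random lists, and heme scavenging an NES of -1.31 and a percentile of 1.18 from 3 genes, outside them. With all genes both sets had a percentile of 50.0, which a median log2 fold change of 0 fixes. No biological explanation was tested.

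Ndufb9 ranked highest. A gained chromosome segment might raise its neighbours as well. The 25 detected genes from Derl1 to Efr3a on chromosome 15 had a median log2 fold change of 0.04. That lay at a percentile of 93.1 among 9701 windows, below the limit set beforehand but towards a gain, and the pseudocount understates changes of genes with low values. A gain therefore stays open, a reading settled after the value was seen. An effect of TSF on Ndufb9 was not tested.

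Low oxygen in larger metastases was a candidate explanation for some glycolytic genes that ranked high in the TSF cells. The size of metastases was not measured in these libraries. As a set, 56 glycolysis genes lay at a percentile of 50.3, which decides little because only 38 were detected, 24 of them above 0. Among genes in at least 10% of cells, 34 glycolysis genes lay at 92.5, inside the random lists, with a median log2 fold change of 0.02. Hypoxia genes without glycolysis genes lay at 98.1, past the limit set beforehand, but their median log2 fold change was only 0.0025 over members that went both ways, and after that value was seen the reading was left open. Among genes in at least 10% of cells they lay at 90.2, inside the random lists. The full hypoxia set, which holds glycolysis genes, lay at 100, with a median log2 fold change of 0.0071, and also at 100 among its 147 genes in at least 10% of cells, with a median of 0.04. The Hallmark oxidative phosphorylation set lay at a percentile of 100 with a median log2 fold change of 0.03. An effect of TSF was not tested apart from oxygen.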
